A study of Mus musculus with 19 samples. Its data were reported in "A role for the cholinergic neuron circadian clock in RNA metabolism and mediating neurodegeneration" (2025).

How the data were processed

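Ribosome-bound mRNA was profiled in spinal cord cholinergic neurons of wild-type male mice that carried ChAT-Cre and RiboTag, an allele that places a hemagglutinin tag on a ribosomal protein in cells expressing Cre recombinase. Precipitating the tag from spinal cord homogenate recovers mRNA on the ribosomes of the tagged cells. Tissue was collected at 6 Zeitgeber times (ZT0, ZT4, ZT8, ZT12, ZT16 and ZT20, in hours after lights on in a 12-h light, 12-h dark cycle) with 3 biological replicates each, which gave 18 immunoprecipitate libraries. One more library was made from pooled input, the homogenate before precipitation.

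Per the labels and the methods of the study, paired-end reads were aligned with STAR to mm10 and quantified with RSEM. The deposited values are RSEM expected counts per gene, which the authors did not normalize, and between 1.9% and 3.68% of the values of a library were not whole numbers. Expected counts divide reads that fit several genes between them by a model, so the value of a gene with near-identical copies is less certain than that of a gene with unique sequence. The annotation behind the table is uncertain. The study names an Ensembl annotation, whereas of the 21169 genes with at least 10 counts over all 19 libraries, 20743 carried a symbol found in NCBI RefSeq for GRCm38.p6 and 18613 a symbol found in GENCODE M21. Gene coordinates are those of RefSeq on GRCm38.p6 (mm10), 1-based, and were matched by symbol. All value columns of the table were mapped to a sample by name.

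Expected counts were rounded to whole numbers. Genes were kept with filterByExpr of edgeR over the 6 time points, which left 15572 of the 25601 genes with a count in any immunoprecipitate. Library sizes were scaled by TMM in edgeR 4.0.16 under R 4.3.3, and log2 CPM (counts relative to the scaled library size) carried a prior count of 2. Rhythmicity was tested with JTK_Cycle, a rank test that compares the order of the 18 values with that of cosine curves. Periods of 20, 24 and 28 h were used (18 templates at steps of 2 h). The p-value was Bonferroni-adjusted over the templates within a gene and then adjusted across genes by the Benjamini-Hochberg method at 0.05. Some templates have the same cosine value at different time points. Here these time points were merged into 1 group, and the exact null distribution of that grouping was used. Ordering them by floating-point rounding was computed as an alternative, and this choice was made after the counts under both had been seen. The dark-peak share was the share of rhythmic genes whose peak, modulo 24 h, lay from ZT12 up to ZT24.

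Count models were fitted with the quasi-likelihood F-test of edgeR on all 18 immunoprecipitates, with Benjamini-Hochberg adjustment over genes at 0.05. These were a 24-h cosinor (cosine and sine terms tested together), any difference among the 6 time points, and all 15 pairs of time points in the same fit, ZT20 against ZT8 among them. Standard errors of log2 fold changes were taken from the F statistic. Each of 7 gene families defined by symbol was tested for an excess of rhythmic genes by a one-sided hypergeometric test against all genes tested. Changes of the families between ZT8 and ZT20 were tested with camera (preset correlation) and fry of limma 3.58.1. The immunoprecipitates were compared with the pooled input without a test, since there was 1 input library. A gene counted as enriched or depleted where the ratio of mean CPM was at least 2-fold and all 18 immunoprecipitates lay on that side of the input. An exact 95% Poisson interval was given for the input, and a gene without a count was set to 3 counts. These intervals cover counting error only, since the reads carry no molecular identifiers. A first principal component was computed on log2 CPM of genes with a mean above 3.

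The genes named were fixed lists and ranks. The lists were 18 clock genes, 5 genes of RNA-binding proteins, 3 NMDA receptor genes, 9 further genes that the study names as rhythmic and 7 enrichment markers. The ranks were the 5 rhythmic genes with the lowest p, ties being broken by the range of the time point means, up to 5 increases and 5 decreases for ZT20 against ZT8, and the 5 highest and 5 lowest ratios to the input among genes with at least 100 counts there. Lists of markers of 8 cell types (cholinergic neuron, oligodendrocyte, astrocyte, microglia, inhibitory neuron, excitatory neuron, endothelial cell and erythrocyte) served to weigh RNA from other cells. The study chose several of the lists on these same libraries, so counts within them are not independent evidence. Some members of the lists and ranks are not reported here.

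The main tests, the named genes, the families and most alternatives were fixed before the data were examined. The alternatives were DESeq2 1.42.0 size factors, library totals and upper-quartile scaling, a filter of at least 10 counts in total (the filter of the study) or of 1 count, a 24-h period alone, adjustment within the gene alone, a threshold of 0.01, a replicate block, an oligodendrocyte marker score as a covariate, DESeq2 in place of edgeR, the 6 libraries of ZT8 and ZT20 alone, acrophase in place of the JTK_Cycle peak, a 4-fold ratio or an edgeR test for the input, and leaving out replicate numbers or single libraries. The ordering of equal cosines, combined JTK_Cycle settings, the family test on the cosinor genes, the first principal component as a covariate and a correction for GC content and transcript length (available for 94.6% of genes tested, from GENCODE M21) were added after the data had been seen.

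The scripts were tested on simulated negative binomial counts with the means, library sizes and spread of the real libraries. With 200 genes of 15572 given a 24-h cosine of amplitude 1 on the log2 scale, JTK_Cycle called 161 of them and 5 unchanged genes, the cosinor 189 and 12, and the time-point test 175 and 15. With 200 genes changed 2-fold at ZT20, the contrast of ZT20 with ZT8 called 113 and 5 unchanged genes. With nothing changed none of these tests called a gene, and the within-gene JTK_Cycle threshold alone passed 238. With 1 family changed, camera called that family alone. Genes were drawn independently of each other, so these simulations lack the variation that genes share in the real libraries. Their few false calls therefore do not show that errors are controlled in the real data. Random assignments of the real libraries gave up to 1459 genes at the within-gene threshold. With 200 genes set 4-fold higher than the input, the rule for the pooled input called 199 of them, and 2 unchanged genes enriched and 4 depleted. All pairs of libraries of a time point differed by more than sampling noise (chi-square per gene of 5.47 to 57.4, where noise alone gives about 1), so no library was counted as a duplicate. Splicing and the Bmal1 knockout libraries described in the study were not analysed here.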

Results

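To follow gene expression in spinal cord cholinergic neurons over the day, ribosome-bound mRNA was sequenced every 4 h from ZT0 to ZT20 in 3 animals per time point. The deposited table held expected counts of 50559 genes in 18 immunoprecipitates and 1 pooled input. Total counts of replicates 1, 2 and 3 were 16160721, 11020292 and 20856622 at ZT0, 15350573, 22406850 and 6651455 at ZT4, and 14677612, 19064815 and 16360464 at ZT8. They were 12188835, 9762439 and 16816650 at ZT12, 11805185, 18488927 and 13105196 at ZT16, and 6302140, 19221319 and 14554656 at ZT20. The pooled input held 15239783. Xist did not exceed 0.317 CPM in any library and Ddx3y lay between 31.4 and 85.2 CPM in these samples from male animals. Among the 15572 genes tested, the common coefficient of variation between animals of a time point was 19.2% (edgeR).

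Enrichment of cholinergic neuron mRNA was assessed against the pooled input. Of 17901 genes compared, 2474 were enriched and 4110 depleted in the immunoprecipitates. There was a single input library, so these counts have no replicate check on the input side. Slc5a7 was at 256 ± 54.5 CPM (SD, n = 18) against 64.8 CPM in the input (95% Poisson interval, 61.2 to 68.5), a log2 ratio of 1.98. Ache was at 797 ± 178 CPM against 197 CPM (191 to 204), a log2 ratio of 2.01. Chat was at 39.6 ± 21.3 CPM against 12.7 CPM (11.1 to 14.4), a log2 ratio of 1.64. The lowest immunoprecipitate held 8.39 CPM of Chat, so that this gene did not meet the rule that all 18 libraries exceed the input. Mbp fell from 10896 CPM in the input to 670 ± 120 CPM, and Gfap from 885 to 59.5 ± 10.7 CPM. Slc17a6 fell from 156 to 56.1 ± 8.04 CPM and Slc6a5 from 393 to 99.0 ± 13.4 CPM.

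Among genes with at least 100 counts in the input, the highest log2 ratios were those of Uts2 (4.73), Prph (4.71), Palm3 (4.64), Hspb1 (4.14) and Lgals1 (3.79). The lowest were those of Adnp, Rn7s1, Rn7s2, ATP8 and Avil. Rn7s1 and Rn7s2 had the same values (91.4 CPM in the input and 0.801 CPM in the immunoprecipitates), and reads of such near-identical copies cannot be assigned to 1 of them with certainty. All 7 cholinergic markers lay above the input (6 of them enriched), with a median log2 ratio of 2.39. All 7 oligodendrocyte, 6 astrocyte, 6 microglia, 4 endothelial, 3 excitatory neuron and 4 erythrocyte markers were depleted, with list medians from -4.33 in astrocytes to -2.05 in excitatory neurons. Of the 4 inhibitory neuron markers 3 were depleted, and Gad1 was near the input (log2 ratio, -0.10). Scaling by library totals moved these counts most among the scalings, to 1517 enriched and 5354 depleted genes, and shifted the median ratio of all genes by -0.33 on the log2 scale.

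**Figure D1:**
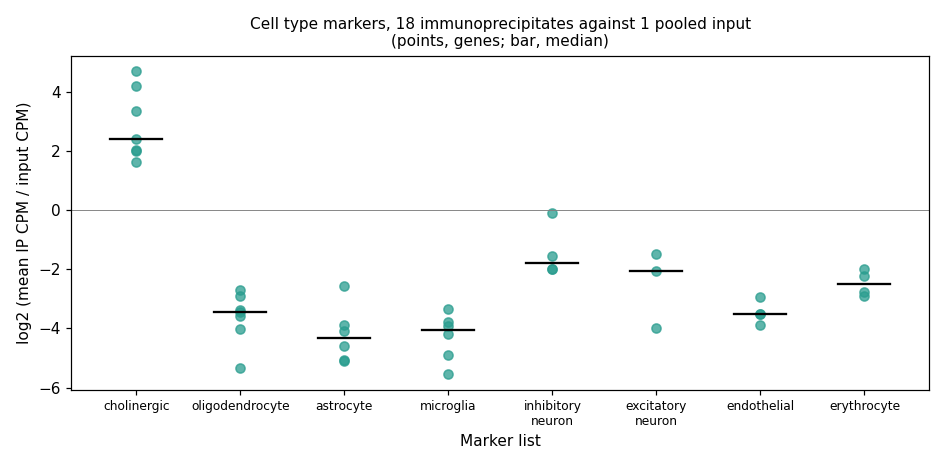
Log2 ratio of mean CPM over the 18 immunoprecipitates to CPM in the pooled input (vertical axis) for each marker gene (points) of 8 cell type lists (horizontal axis), with the list median as a bar. All 7 cholinergic markers lie above 0, and the markers of the other lists lie below it, Gad1 at -0.10 being the closest.

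The immunoprecipitates were then compared with each other. The first principal component of log2 CPM over 9214 genes held 52.8% of the variance and the second 8.52%. Its score, whose sign is arbitrary, was -16.5 ± 7.3 at ZT0 (SD, n = 3 here and below), 13.1 ± 7.97 at ZT4, 25.8 ± 19.1 at ZT8, -1.92 ± 10.4 at ZT12, -15.1 ± 16.0 at ZT16 and -5.39 ± 11.0 at ZT20. Time point accounted for 68.0% of the variance of the score (permutation test with 100000 resamples, p = 0.00981). Animals of 1 time point also spread along it, from 5.03 to 42.6 at ZT8 and from -27.9 to 2.81 at ZT16.

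**Figure D2:**
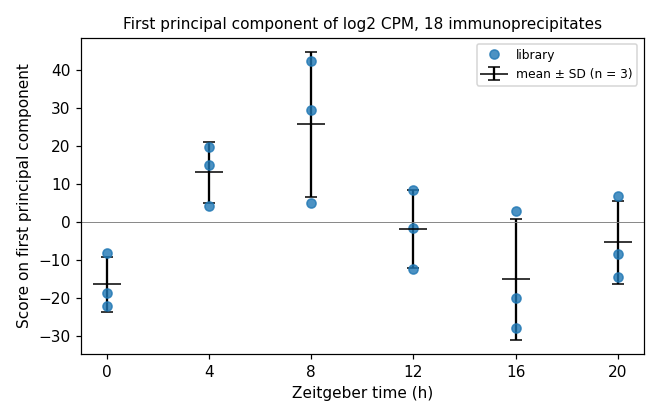
Score on the first principal component of log2 CPM (vertical axis) of each of the 18 immunoprecipitates (points) by Zeitgeber time in hours (horizontal axis), with mean ± SD of 3 libraries in black. The ZT8 libraries have the highest mean, 25.8, and range from 5.03 to 42.6.

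Rhythmic expression was assessed with JTK_Cycle over periods of 20, 24 and 28 h. With adjustment across the 15572 genes tested, 6 genes (0.0385%) were rhythmic (Ndufb2, Prkra, Usp12, Sppl3 and Cgnl1 among them), all at a false discovery rate of 0.0229 from the exact null. With the same p-value adjusted within each gene alone, 2467 genes (15.8%) passed 0.05. Of these, 2242 fitted best with a period of 20 h, 176 with 24 h and 49 with 28 h. The count also changed with single libraries. No gene passed when any 1 of 11 of the 18 libraries was left out, and 752 passed without ZT16 replicate 3. With fewer libraries, however, a rank test cannot reach p-values as low. Ndufb2, Prkra, Usp12, Sppl3 and Cgnl1 shared 1 within-gene JTK_Cycle p (8.81e-06). Part of these zeros may thus reflect the limit of the test rather than the genes. Ordering equal cosine values by rounding gave 0 genes.

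Ndufb2 (chromosome 6, 39592565 to 39599843, GRCm38.p6, protein-coding) went from 66.2 ± 0.588 CPM at ZT0 to 36.6 ± 9.36 CPM at ZT8 and 72.3 ± 4.05 CPM at ZT16. Prkra (chromosome 2, 76609215 to 76648220) was highest at ZT8 at 37.2 ± 3.63 CPM and lowest at ZT16 at 21.6 ± 0.775 CPM. Usp12 and Sppl3 (both on chromosome 5) and Cgnl1 (chromosome 9) were also highest at ZT8, with ranges of the time point means of 0.44, 0.36 and 0.34 on the log2 scale. The 6 genes were also called by the cosinor.

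**Figure D3:**
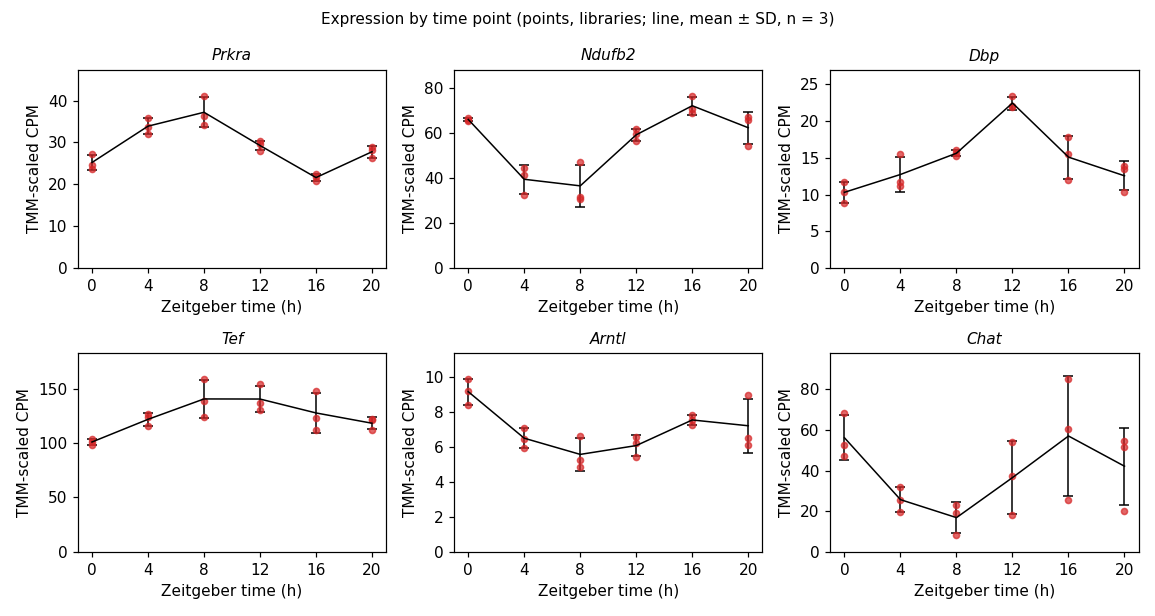
TMM-scaled CPM (vertical axes, each starting at 0) of 6 genes by Zeitgeber time in hours (horizontal axes), with libraries as points and the mean ± SD of 3 libraries as the line. Prkra is highest at ZT8 at 37.2 CPM, Dbp peaks at ZT12, and Ndufb2 and Chat are lowest at ZT8.

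Peak times were split into the light (ZT0 to ZT12) and dark (ZT12 to ZT24) phases. Of the 6 rhythmic genes, 5 peaked in the light phase and 1 (Ndufb2) in the dark phase, a dark-peak share of 16.7% (exact Clopper-Pearson 95% interval, 0.421% to 64.1%). Among the 2467 genes past the within-gene threshold, 1250 peaked in the light and 1217 in the dark phase. Their peaks fell mainly into 4 of the 2-h windows, with 475 genes from ZT6, 622 from ZT8, 522 from ZT16 and 556 from ZT18. Peaks were taken within the fitted period, so the 2242 genes fitted with 20 h could not peak from ZT20 onwards. The windows from ZT20 and ZT22 held 62 and 0 genes. The study places most peaks at ZT20 and ZT22, which cannot be tested here for genes fitted with 20 h.

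**Figure D4:**
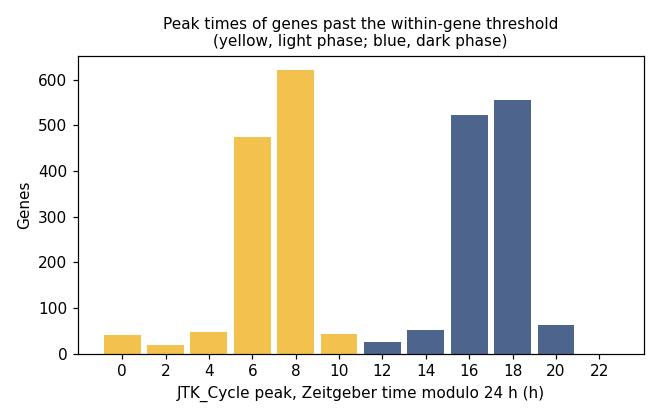
Number of genes past the within-gene JTK_Cycle threshold (vertical axis) by peak time in 2-h windows, modulo 24 h (horizontal axis), yellow for the light and blue for the dark phase. The tallest bars are the windows from ZT8 (622 genes) and ZT18 (556 genes). Genes fitted with a 20-h period cannot fall into the windows from ZT20 or ZT22.

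The 24-h cosinor of edgeR called 972 genes (6.24% of those tested), 519 with a peak in the light and 453 with a peak in the dark phase, at a median amplitude of 0.34 on the log2 scale. Of these, 916 also passed the within-gene JTK_Cycle threshold. With a marker score of oligodendrocytes as a covariate 2 genes were called, and without replicate numbers 1, 2 and 3 there were 1, 0 and 1519. Placing the 6 time points in other cyclic orders gave at least as many cosinor genes as the true order in 9 of 60 orders, the true order included. The median of the other orders was 0 genes. The test of any difference among time points called 1050 genes, 642 of them shared with the cosinor.

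The differences lay mainly between ZT8 and the time points at which the first component was lowest. At ZT8, 1393 genes were higher and 1405 lower than at ZT0 (edgeR). From ZT8 to ZT16, 1419 genes rose and 1214 fell. Both contrasts shared 2102 genes, all with opposite signs, which the ZT8 libraries common to both contrasts largely impose. ZT12 differed from ZT0 in 5 genes and ZT16 from ZT4 in 10. The other 11 of the 15 pairs gave no gene in edgeR, with 205 to 3474 genes each at an unadjusted p under 0.05. In total 3332 genes were called in at least 1 pair, of which 3 were called neither between ZT0 and ZT8 nor between ZT8 and ZT16. Without replicate number 2 both contrasts gave 0 genes, and without replicate number 3 ZT8 against ZT0 gave 0 and ZT16 against ZT8 2238. Single libraries also moved these counts. ZT8 differed from ZT0 in 274 genes without ZT8 replicate 2, 1114 without ZT8 replicate 3, 639 without ZT0 replicate 1 and 1128 without ZT0 replicate 3. It differed from ZT16 in 87 genes without ZT8 replicate 2, 931 without ZT8 replicate 3, 892 without ZT16 replicate 1 and 72 without ZT16 replicate 2. Without ZT8 replicate 1 ZT12 differed from ZT8 in 2141 genes and ZT4 from ZT0 in 376, and without ZT16 replicate 3 ZT16 differed from ZT4 in 1466.

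ZT20 was compared with ZT8, the times the study names as those of opposing peaks. No gene passed the edgeR test, at a lowest false discovery rate of 0.0557. At an unadjusted p under 0.05 there were 3474 genes, 1851 higher at ZT20 and 1623 higher at ZT8. DESeq2 called 1114 genes, and edgeR called 2320 without ZT8 replicate 1, 578 without ZT16 replicate 3, 256 without ZT20 replicate 3 and 444 without replicate number 1. Ndufb2 rose by 0.77 (SE, 0.15) from ZT8 to ZT20 on the log2 scale.

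All 18 clock genes were detected. None was rhythmic by JTK_Cycle after adjustment across all genes, and 3 were (Per3, Dbp and Tef) when adjusted over the list alone. The cosinor called Per3, Dbp and Tef over all genes and 10 of the 18 when adjusted over the list alone, which added Arntl, Clock, Per1, Per2, Nr1d2, Nfil3 and Bhlhe41. Dbp (chromosome 7, 45705100 to 45710203) rose from 10.3 ± 1.39 CPM at ZT0 to its highest mean at ZT12 (cosinor amplitude, 0.48; peak, ZT11.8; edgeR false discovery rate, 0.0274). Per3 peaked at ZT14.4 with an amplitude of 0.58 (0.0373). Tef peaked at ZT11.1 with an amplitude of 0.22 (0.0377). Arntl (chromosome 7, 113178471 to 113314126) was highest at ZT0 at 9.18 ± 0.74 CPM and lowest at ZT8 at 5.58 ± 0.937 CPM, and its cosinor did not pass over all genes (0.0683). Nr1d1 did not pass either test, with 43.6 ± 3.42 CPM at ZT12 and 31.9 ± 3.64 CPM at ZT20.

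Of the genes of RNA-binding proteins, Hnrnpa2b1, Atxn2 and Taf15 were rhythmic by JTK_Cycle when adjusted over the list alone and not over all genes, and Taf15 passed the cosinor over all genes. Hnrnpa2b1, Atxn2, Taf15 and Ncbp1 passed the cosinor when adjusted over the list alone. Taf15 peaked at ZT6.67 with an edgeR false discovery rate of 0.0373. Of the 3 NMDA receptor genes, Grin1 and Grina passed the cosinor over all genes, with peaks at ZT18.4 and ZT18.7 (0.33 and 0.27 in amplitude), and Grin2b did not (edgeR false discovery rate, 0.187). All 3 passed when adjusted over the list alone. Grin1 was at 518 ± 82.5 CPM at ZT16 and 302 ± 82.8 CPM at ZT8. Of the 9 further genes, none was rhythmic by JTK_Cycle over all genes and 5 were when adjusted over the list alone. The cosinor called 2 of them (Atp8a2 and Sarm1) over all genes and 7 when adjusted over the list alone. Chat also varied, from 57.0 ± 29.7 CPM at ZT16 to 16.9 ± 7.71 CPM at ZT8, without passing the cosinor over all genes (0.0577). Of the 7 enrichment markers, none passed it over all genes and all 7 did when adjusted over the list alone, 1 (Mbp) by JTK_Cycle.

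Gene families of the kinds named in the pathway analysis of the study were tested for an excess of rhythmic genes. With 6 rhythmic genes, none of the 7 families passed (lowest Benjamini-Hochberg adjusted p of the one-sided hypergeometric test, 0.255 for oxidative phosphorylation with 1 of 96 genes). At the within-gene threshold 5 families passed, which were oxidative phosphorylation (36 of 96 genes; adjusted p, 1.45e-06), proteasome (17 of 38; 8.31e-05), mitochondrial ribosome (23 of 78; 0.00401), splicing factors (20 of 69; 0.00726) and tubulins with neurofilaments (7 of 16; 0.0106). Among the cosinor genes 5 families passed, which were oxidative phosphorylation (20 of 96; 1.07e-05), proteasome (9 of 38; 0.00102), mitochondrial ribosome (14 of 78; 0.00102), cytosolic ribosome (13 of 78; 0.00176) and splicing factors (9 of 69; 0.0379), whereas tubulins with neurofilaments did not (1 of 16; 0.644). The hypergeometric test treats genes as independent. Where members of a family move together between libraries, its p-values are too small and do not measure variation between animals. Between ZT8 and ZT20, camera called 5 families. Cytosolic ribosomal protein genes had a median log2 change of -0.49 (65 of 78 genes lower at ZT20; adjusted p, 2.8e-15), oxidative phosphorylation genes of -0.30 (70 of 96; 1.06e-05), mitochondrial ribosomal protein genes of -0.19 (57 of 78; 0.000167) and splicing factors of -0.06 (41 of 69; 0.0102). Tubulins and neurofilaments had a median of 0.21 (3 of 16 lower; 0.00702). None of these 5 passed under fry, which estimates the correlation between genes from the libraries (lowest adjusted p, 0.164). The signs of these 5 medians were the same under all 4 scalings, whereas those of the proteasome and of glutamate receptors, near 0, were not.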

Values the study reported

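The study reported 2,391 oscillating transcripts in cholinergic neurons by JTK_Cycle, which it gave as about 12% of genes. It counted 711 rhythmic genes that were most abundant in the light period and 1,680 in the dark period.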

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

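Alternatives that used the order of equal cosines, combined JTK_Cycle settings, families among cosinor genes, the first principal component or the correction for GC content and length were chosen after seeing the data. Scaling of the immunoprecipitates by DESeq2 size factors, library totals or upper quartile kept the counts of rhythmic, cosinor, time-point and ZT20 against ZT8 genes within 1.5 times of those reported, but of the 6 rhythmic genes 6, 2 and 4 were shared, and the dark-peak share was 28.6%, 50% and 40%, against 16.7%. With DESeq2 size factors 3358 genes were called in any pair of time points, against 3332. The other choices moved some of the counts and kept others. A filter of at least 10 counts gave 7 rhythmic, 1031 cosinor and 1375 time-point genes. A filter of 1 count gave 6 rhythmic genes. Acrophase in place of the JTK_Cycle peak left the dark-peak share at 16.7%. The cause of the changes was not tested except where stated.

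The 6 rhythmic genes became 356 with a replicate block, 0 with the oligodendrocyte score, 1 (Tef) with the first principal component, 10 with the correction for GC content and length, 1 with a 24-h period alone, 0 at a threshold of 0.01 and 0 with cosines ordered by rounding. Adjustment within the gene alone gave 2467 genes, and 2226 with a 24-h period. A combination of 4 changes (24-h period, cosines ordered by rounding, adjustment within the gene alone, at least 10 counts in total) gave 2475 genes. It is not what the methods of the study state, which are periods of 20, 24 and 28 h and a false discovery rate. The dark-peak share was 45.5% with the replicate block, 49.3% within genes alone, 51.5% with a 24-h period in addition and 50.5% with the combination. It was 0% with a 24-h period alone, where 1 gene remained.

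Without a filter beyond 1 count, the cosinor called 2349 genes, the time-point test 2767 and ZT20 against ZT8 1641. A filter of at least 10 counts gave 154 genes for ZT20 against ZT8. DESeq2 called 2247 cosinor genes, 2502 time-point genes and 1114 genes for ZT20 against ZT8, and gave no adjusted p for 2721, 2720 and 4530 genes. The oligodendrocyte score left 2 cosinor genes and 0 time-point genes. With the first principal component there were 11 cosinor genes (7 shared with those reported), 18 time-point genes (13 shared) and 3 for ZT20 against ZT8. The correction for GC content and length gave 1484, 1602 and 550. The 6 libraries of ZT8 and ZT20 alone gave 2 genes.

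Replicate numbers are shared between time points in the labels. Deviations of same-numbered libraries from their time point means had correlations from -0.151 to 0.176 across genes (median, -0.00416; 4 of 45 pairs over 0.1), against -0.21 to 0.183 for libraries of different numbers, so the numbers do not pair the libraries. The replicate block gave 774 cosinor genes, 1004 time-point genes and 7 genes for ZT20 against ZT8, and camera again called 5 families. In the fixed lists it gave 10 cosinor genes, against 9.

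Leaving out each replicate number or library in turn gave 0 to 752 rhythmic genes, 0 to 2668 cosinor genes, 0 to 2454 time-point genes and 0 to 2320 genes for ZT20 against ZT8. Zeros among the rhythmic counts may in part arise because JTK_Cycle cannot reach p-values as low with fewer libraries. The dark-peak share ranged from 14.3% to 60.8%. Without replicate numbers 1, 2 and 3 the cosinor called 1, 0 and 1519 genes, the time-point test 816, 0 and 0, and the test of ZT20 against ZT8 444, 0 and 0. Of the 18 single libraries, 12 moved the rhythmic count, 13 the cosinor count and 13 the time-point count by over 1.5 times. For rhythmic genes these were ZT16 replicate 3 (752) and, with 0 each, ZT4 replicates 2 and 3, all replicates of ZT8 and ZT12, ZT16 replicates 1 and 2 and ZT20 replicate 1. For the cosinor they were ZT0 replicates 2 (2) and 3 (213), ZT4 replicates 2 (3) and 3 (13), ZT8 replicates 2 (3) and 3 (5), ZT12 replicates 1 (2) and 3 (1610), ZT16 replicates 1 (3), 2 (5) and 3 (1546), and ZT20 replicates 1 (4) and 3 (2668). For the time-point test they were ZT0 replicates 1 (79) and 3 (108), ZT4 replicates 2 (167) and 3 (531), ZT8 replicates 1 (2454), 2 (57) and 3 (5), ZT12 replicate 2 (549), ZT16 replicates 1 (124), 2 (428) and 3 (2058), and ZT20 replicates 1 (603) and 2 (549). For ZT20 against ZT8 they were ZT4 replicates 1 (1) and 2 (2), ZT8 replicate 1 (2320), ZT16 replicate 3 (578) and ZT20 replicates 1 (1) and 3 (256).

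Enriched genes in the immunoprecipitates were 1517 by library totals and 511 at 4-fold, and depleted genes 2219 at 4-fold. An edgeR test that assumes the lone input varies like the immunoprecipitates gave 3942 enriched and 4089 depleted genes. By library totals 22.1% of the calls were enriched, against 37.6%. Without a replicate number there were 2544 to 2669 enriched and 4164 to 4239 depleted genes. The hypergeometric test passed 5 families at the within-gene threshold and 0 with DESeq2 size factors, at least 10 counts or the replicate block. With the oligodendrocyte score, or without a replicate number, no gene was rhythmic, so this test could pass no family. On the 24-h cosinor genes in place of the rhythmic genes it passed 5. Camera called 4 to 5 families without a replicate number.

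Of the genes in the fixed lists, 9 passed the cosinor over all genes. This became 1 with the oligodendrocyte score, 22 with DESeq2 and 0 to 15 without a replicate number. Over all named genes and alternatives, 350 cosinor results kept their side of the threshold, 48 lost it, 25 gained it, and no gene called on either side moved its peak by over 6 h. The shallowest library held 6302140 counts, so values of genes at a few CPM rest on few counts there.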

Other observations

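The tests of the order of time points for the within-gene JTK_Cycle count, of random assignments for both JTK_Cycle counts, of library depth, of RNA from other cells, of the axis within time points and of the protocadherin cluster were chosen only after the results they bear on had been seen.

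The number of rhythmic genes here was 6, or 0.0385% of genes tested. That is lower than the values quoted from the study above. The light phase held 5 of the peaks and the dark phase 1. Both are lower than the values quoted from the study above. With adjustment within the gene alone 2467 genes passed here, 1250 with a peak in the light and 1217 in the dark phase. That total is near the quoted one, while the light-phase count is higher and the dark-phase count lower. Whether the study adjusted its p-values across genes or within the gene was not settled here.

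No random assignment of libraries to time points that was drawn reached the real counts of called genes. Only 100 or 50 assignments were used, so a rare chance result is not excluded. The counts also come from the same 18 libraries and are not independent evidence. Of 100 assignments of the 18 libraries, the real one included, 1 gave as many rhythmic genes as the real one (median of the others, 0; highest, 4; real, 6), and 1 as many genes at the within-gene threshold (median of the others, 141; highest, 1459; real, 2467). Of 50 assignments, 1 gave as many cosinor genes (highest of the others, 1), 1 as many time-point genes (highest, 0) and 1 as many genes in any pair of time points (median of the others, 0; highest, 2165; real, 3332), so that a random assignment can give a large count of the last kind. With 3 libraries against 3 there are 10 splits, so chance cannot be excluded for a single pair. For ZT20 against ZT8 no gene was called, so that 10 of 10 splits gave as many by construction and the comparison says nothing. As many genes were found in 1 of 10 splits for ZT8 against ZT0, for ZT16 against ZT8, for ZT12 against ZT0 and for ZT16 against ZT4, and as many families by camera in 2 of 10 for ZT20 against ZT8. The split that exchanged ZT8 replicate 1 with ZT16 replicate 3 still gave 2004 genes, against 2633 for the real one, and that exchanging ZT8 replicate 1 with ZT20 replicate 3 gave 376, against 0. The other splits gave 0 genes, except 1 of ZT8 and ZT20 with 1 gene.

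A difference between time points is not yet a daily rhythm. A 24-h cosine in the called genes should give more calls in the true order of time points than in nearly all other cyclic orders. A daily rhythm of another shape need not, so the test cannot rule one out. At the within-gene threshold of JTK_Cycle with a 24-h period, 11 of 60 orders gave at least as many genes as the true one (2226 genes; median of the others, 616; highest, 4074). For the cosinor 9 of 60 did (972 genes; median of the others, 0; highest, 3450). Differences between time points that follow no 24-h order therefore remain a candidate explanation for the bulk of the calls. The clock genes behaved otherwise, since the true order gave 10 of 18 past the cosinor adjusted over the list alone, and this was reached in 1 of 60 orders, the true one itself (highest of the others, 8). By JTK_Cycle with a 24-h period at the within-gene threshold, the true order gave 6 clock genes and 4 of 60 orders gave as many (highest, 7). A clock signal and a larger change that is not tied to the order of time points may thus both be present.

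One axis held 52.8% of the variance among the 18 immunoprecipitates, and 2523 of 9214 genes had a correlation above 0.8, in either direction, with its score. The leading axis within time points, computed after the time point means were removed, held 37.7% of the remaining variance and pointed the same way as the leading axis of the time point means (cosine, 0.861; 0.615 to 0.915 with a median of 0.869 when time points were assigned at random). On these leading axes, time points thus differed in much the same direction as animals collected at the same time. Random assignment gave a similar cosine, so the cosine does not tell whether time of day moved the axis. With 3 animals per time point, an axis on which animals differ for another reason could move a time point mean. Among 10 relations with the score over the 18 libraries, that with the library total was near 0 (Pearson r = 0.099, permutation p = 0.696, adjusted 0.87; Spearman rho = 0.034, p = 0.896; r = 0.136 without the 2 farthest libraries), which argues against depth. That with the share of counts in the 20 most abundant genes was also near 0 (r = -0.063, p = 0.805, adjusted 0.895; rho = -0.112, p = 0.66; r = -0.007 without the 2 farthest). Removing the trend over GC content and transcript length from each library left 51.5% of the variance on the leading axis (r = 0.999 with the score before), which argues against these as the whole cause, although 88.6% of 70 genes with transcripts under 600 nt loaded positively against 49.4% of longer ones. Leaving out 253 pseudogene-like genes left 54.7%, but so few of the 9214 genes could hardly move the axis and their parent genes were kept, so reads shared with pseudogenes remain open.

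RNA from other spinal cord cells was weighed with the marker lists. More RNA of other cells should raise their markers together, yet the inhibitory neuron list fell along the axis (r = -0.763, permutation p = 0.00031, adjusted 0.00155; rho = -0.728, p = 0.00085; r = -0.564 without the 2 farthest libraries) while the excitatory markers Slc17a6 (r = 0.692, adjusted p = 0.00569) and Tac1 (r = 0.807, adjusted p = 2e-04) rose. The oligodendrocyte markers moved apart, since Mbp (662 CPM) and Mal fell (r = -0.813 and -0.868) and Mobp (311 CPM) and Mog did not (r = -0.044 and 0.453). The score of the cholinergic list had r = -0.978 (rho = -0.967, permutation p of 1e-05 for both, the smallest they can give, adjusted 1e-04; r = -0.962 without the 2 farthest). Within this list Chat, Slc5a7, Slc18a3, Ache and Isl1 fell, Prph rose (r = 0.762) and Mnx1 did neither (r = -0.05). These patterns argue against a varying share of other cells as the whole cause. The other lists had scores with r of -0.484 (oligodendrocyte; rho = -0.564), -0.345 (astrocyte; rho = -0.243), -0.36 (microglia; rho = -0.335), 0.481 (excitatory neuron; rho = 0.323), 0.009 (endothelial; rho = 0.042) and 0.434 (erythrocyte; rho = 0.554), with adjusted permutation p from 0.106 to 0.973 for r. Without the 2 farthest libraries these r were -0.492, -0.306, -0.07, 0.166, 0.052 and 0.541, in the same order. The values of the microglia and excitatory neuron lists thus rested largely on those 2 libraries. For rho the oligodendrocyte and erythrocyte lists passed (adjusted p of 0.0473 for both). The lists include the 7 enrichment markers named in the report. An oligodendrocyte score built from markers that move apart follows this axis in part, which may be why the covariate left 2 cosinor genes. A change with time of day, a difference in RNA handling between animals and other causes remain open, and time of day was not separated from them here. With the first principal component as a covariate the cosinor called 11 genes, 7 of them also called without it. The 11 included Dbp, Tef and Cirbp, but also the protocadherin genes Pcdha2, Pcdhac1, Pcdhga1 and Pcdhga9. The time-point test with this covariate likewise called Dbp and Cirbp beside protocadherin genes and the globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. What remained was thus not made up of clock genes alone. Cirbp was named after its values were seen.

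Single protocadherin alpha genes jumped between libraries. These genes were singled out after their values were seen. The coefficient of variation over the 18 libraries had a median of 151% among 14 members (100% to 301%), and Pcdha4 was at 0 in 12 libraries and at 44.8 CPM in another. The sum over the cluster varied by 9.29%, from 69.3 to 94.1 CPM, where independent members would give 45.9%. The alternative first exons of this cluster are joined to shared constant exons, so a candidate explanation is that reads of shared exons were assigned to 1 member per library by the counting. No biological explanation was tested for it. If so, values of single members of this cluster, 1 of which was among the 972 cosinor genes called without a covariate, would be uncertain.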
